# Identification of the Potential Key Long Non-coding RNAs in Aged Mice With Postoperative Cognitive Dysfunction

**DOI:** 10.3389/fnagi.2019.00181

**Published:** 2019-07-17

**Authors:** Ming Li, Chan Chen, Weiyi Zhang, Rui Gao, Qiao Wang, Hai Chen, Shu Zhang, Xiaobo Mao, Mathis Leblanc, Adam Behensky, Zheng Zhang, Lu Gan, Hai Yu, Tao Zhu, Jin Liu

**Keywords:** long non-coding RNA, microarray, postoperative cognitive dysfunction, aging, inflammation, apoptosis

## Abstract

Postoperative cognitive dysfunction (POCD) is a significant complication of surgery, particularly in elderly patients. Emerging researches showed that long non-coding RNA (lncRNA) may play a vital role in the pathogenesis of POCD. Here we aimed to identify potential key lncRNAs involved in the development of POCD. LncRNA and mRNA expression profiles in hippocampal tissues from POCD and control mice were analyzed by microarray assay. Gene ontology (GO) and KEGG pathway enrichment analyses were conducted to probe the functions of dysregulated genes. Then, important factors of the mainly affected biological processes were measured in the hippocampus. Correlated coding–non-coding co-expression (CNC) networks were constructed. Finally, the potential key pairs of lncRNA and target mRNA implicated in POCD were probed. Our data showed that 868 differentially expressed lncRNAs and 690 differentially expressed mRNAs were identified in total. GO and KEGG analyses indicated that the differentially expressed genes were mainly associated with inflammatory and apoptotic signaling pathways. Surgery-induced inflammatory cytokines and apoptosis were significantly increased in hippocampal tissues of aged mice. In CNC network analysis, we found that LncRNA uc009qbj.1 was positively correlated with apoptosis-associated gene *Vrk2* level. LncRNA ENSMUST00000174338 correlated positively with expression of the inflammation and apoptosis-associated gene *Smad7*. LncRNA NONMMUT00000123687 mediated gene expression by binding the inflammation-regulated transcription factor *Meis2*. Our results suggested that these potential key lncRNAs and mRNAs may play a crucial role in the development of POCD through mediating neuronal inflammation or apoptosis.

## Introduction

Postoperative cognitive dysfunction (POCD) is increasingly recognized as an important complication of major surgical procedures, especially in elderly patients (Moller et al., 1998; Newman et al., 2001). It is characterized by a persistent decline of cognitive performance after surgery, such as memory, information processing, and executive dysfunction (Monk and Price, 2011). Unfortunately, to date, the specific mechanisms underlying POCD remain unclear. These mainly include neuroinflammation (Skvarc et al., 2018), amyloid–β (Aβ) deposition (Xu et al., 2014), hyperphosphorylation of tau proteins (Tan et al., 2010), and neuronal apoptosis (Yon et al., 2005). Adults aged 65 or older are expected to be the largest surgical population by 2020. The number of patients at risk of developing POCD is bound to increase dramatically, which leads to increased surgical morbidity and mortality (Steinmetz et al., 2009). Patients with POCD often have decreased quality of life, prolonged hospital stay and increased cost of hospitalization (Moller et al., 1998; Steinmetz et al., 2009). Therefore, it is urgently needed to explore the molecular mechanisms of POCD for developing potential therapeutic targets for prevention, diagnosis and treatment.

As an important member of the non-coding RNAs, long non-coding RNA (lncRNAs) are currently defined as transcripts of more than 200 nucleotides without evident protein-coding function. According to their transcriptional location the genome, lncRNA can be further classified into three subcategories: (A) long intergenic non-coding RNAs (lincRNAs) transcribed from intergenic regions to regulate the expressions of adjacent genes, (B) lncRNAs transcribed from the gene regulatory regions, and (C) the rest of lncRNAs transcribed at some specific chromosomal regions to modulate epigenetic modifications of DNA (Chen and Zhou, 2017). Previous studies have shown that lncRNA-related dysfunction played critical roles in various diseases including cancers (Spizzo et al., 2012), cardiovascular diseases (Schonrock et al., 2012), and neurodegeneration diseases (Johnson, 2012). Notably, in 2008, *BACE1*-AS, a lncRNA, was found to be directly related to the increase of Aβ 1-42 in Alzheimer’s disease (AD) (Faghihi et al., 2008). Moreover, recent studies indicated that lncRNAs could serve as negative feedback regulators of excessive inflammation and engage in the progress of neuron apoptosis (Du et al., 2017; Gu et al., 2018). These biological processes are pathologically relevant to the development of POCD. Therefore, we hypothesize that lncRNAs may also have important functions in the pathogenesis of POCD.

In the present study, to identify novel targets for further study of POCD, we profiled differentially expressed lncRNAs and mRNAs from hippocampal tissue samples between POCD and paired control mice. Then, functional enrichment analyses were applied to investigate the principal functions of differentially expressed genes, and novel co-expression networks of non-coding–coding genes were constructed for predictions on the function of lncRNAs. Finally, we identified some potential key pairs of lncRNAs and target mRNAs, which may exert a vital role in the development of POCD. Our findings may help to provide some insights for future research in POCD.

## Materials and Methods

### Animal Experiments

We randomly grouped male C57BL/6 mice (SIPPR/BK Lab Animal Ltd., Nanjing, China) (weight, 30–35 g; age, 16–18 months) and assigned them to a specific experiment. Mice were housed in polypropylene cages under standardized conditions with free access to food and water. Data from mice determined to be unhealthy were ruled out from analysis. All procedures were in accordance with the National Institute of Health Guidelines for the Care and Use of Laboratory Animals and approved by West China Hospital Institutional Animal Care and Use Committee. Investigators who treated animals learned about the treatment groups and collected samples, which were then analyzed by other investigators who were blinded to the specific treatment.

### Animal Model of POCD

The surgical procedure of unilateral nephrectomy was performed as previously described (Vizcaychipi et al., 2014). Briefly, the experimental mice were anesthetized with an intraperitoneal injection of ketamine and xylazine mixture (120 and 4 mg/kg, respectively). A midline longitudinal incision was made and the left kidney was carefully resected. Finally, 0.2% subcutaneous ropivacaine was injected before the incision was closed. After surgery, mice were given 0.5 mL of saline intraperitoneally. Body temperature during the surgery was maintained at (37.0 ± 0.5)°C using a heating pad. Animals recovered in an incubator maintained at 37°C, and then was moved back to their home cages. The control group received no specific treatment.

### Behavioral Tests

#### Fear Conditioning Test

The FCT studies were performed according to a previous study with minor modifications (Xu et al., 2014). The pairing in the FCT (Ugo Basile, Varese, Italy) was performed on the first day post-surgery to simulate the situation that patients may be difficult to learn new things after surgery. Each mouse was able to probe the FCT chamber for 100 s before the onset of a 2 Hz pulsed sound (80 dB, 3,600 Hz) for 20 s. Then, a slight foot shock (0.8 mA for 2 s) was immediately presented after the end of the tone. We repeated the procedure once and moved out the mouse 30 s later. In total, it was 274 s of training time. The first context test of FCT was performed 30 min after the end of training. The experiment mice were allowed to stay in the same chamber for another 274 s without cue tone and foot shock exploration. Then, we conducted the first tone test 90 min after training. Each mouse was placed in a context different chamber for 360 s. The same tone was given for the second 180 s without electrical stimulation. Cognitive function in the context test and tone test was evaluated by calculating the percentage of freezing time. The same cohorts of experimental mice were tested repeatedly in the FCT on day 1 and day 3 after operation.

#### Open Field Test

To assess the locomotor activity and anxiety of mice, OFT was performed by exploring a new environment (Terrando et al., 2016). Briefly, mice were directly placed into the middle of the open field (60 cm × 40 cm × 20 cm, length × width × height). The total area was divided into 2 squares. The central area accounted for 60% of the total area as previously defined (Balazsfi et al., 2018). Movements were recorded for 5 min using a digital camera. Measures of activity (average velocity, center square duration, and distance traveled) were recorded and analyzed using the CageCenter tracking software. The number of rearings was counted manually by a researcher.

### RNA Extraction

The hippocampal tissues of the surgery and control group mice were harvested on day 3 after the surgery and stored at – 80°C until use. Total RNA was extracted from the two groups according to the manufacturer’s instructions using Trizol reagent (Invitrogen, Carlsbad, CA, United States). The RNA integrity of each sample was estimated using standard denaturing agarose gel electrophoresis and quantified via a NanoDrop spectrophotometer (NanoDrop, Wilmington, DE, United States).

### Quantitative Real-Time PCR

Total RNA was extracted from hippocampus of these experimental mice using TRIzol^®^ Reagent (Invitrogen Life Technologies), and then a QuantiTect Reverse Transcription Kit (Bio-Rad, United States) was used for reverse transcription of the RNA and cDNA synthesis according to the manufacturer’s instructions. Quantitative real-time PCR (qRT-PCR) was conducted by an Eppendorf RT-PCR system (Hauppauge, NY). 18s mRNA was utilized for the control gene to normalize the data of each sample. The specific primer pairs in the study were listed in Supplementary Table S1. Relative gene expression was determined by employing the 2^–ΔΔCt^ method.

### TUNEL Staining

Neuronal apoptosis was measured utilizing terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay. Briefly, Mouse was anesthetized and thoracic cavity was opened to expose the heart. Then, 0.9% 20 ml normal saline was transcardially perfused, followed by 4% 20 ml paraformaldehyde infusions. The brains were harvested and post-fixed using 4% paraformaldehyde for 24 h, followed by dehydrated and dissected at a thickness of 10-μm. To determine the number of apoptotic cells, an In Situ Cell Death Detection Kit (TMR Green; Roche Diagnostics, Germany) and DAPI staining were utilized in accordance with the manufacturer’s protocol. TUNEL-positive nuclei were identified through the co-localization of presenting both the TUNEL signal and DAPI. The positive nuclei from 5 microscopic fields in each section of hippocampal CA1 region (400×) were counted, and the percentage of which was calculated.

### Microarray

DNA microarray: For the global analysis of mouse mRNAs and lncRNAs, the Arraystar mouse lncRNA microarray V3.0 was designed. By querying authoritative data sources, such as Ensembl, UCSC Knowngenes, RefSeq and so on, about 35,923 lncRNAs were obtained. In every microarray research, total RNA of 3 mouse hippocampal samples from the surgery and control groups were pooled, respectively, and then used for hybridization. This microarray assay was repeated twice in the 2 different groups of mouse-derived hippocampal samples.

RNA labeling and array hybridization: Sample labeling and array hybridization were conducted in the light of the Agilent gene expression analysis protocol (Agilent Technology) with some minor modifications. Briefly, mRNA was purified from total RNA after removing rRNA, and then amplified and transcribed into fluorescent cRNA along the whole length of the transcripts without 3’ bias using a random priming method. The labeled cRNAs were purified through RNeasy Mini Kit (Qiagen). The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by NanoDrop ND-1000. 1 μg of each labeled cRNA was fragmented by first adding 5 μl 10 × Blocking Agent and 1 μl of 25 × Fragmentation Buffer, then heating the mixture at 60°C for 30 min, and finally the labeled cRNA was dilute by adding 25 μl 2 × GE Hybridization Buffer. 50 μl of hybridization solution was then allocated to the gasket slide which was set up with lncRNA microarray slide. Subsequently, the slide was placed into an Agilent hybridization oven and incubated for 17 h at 65°C. Then, the microarray was washed, fixed and scanned by Agilent microarray scanner (Agilent p/n G2565BA).

### Data Analysis

The collected array images were analyzed by Agilent feature extraction software (version 11.0.1.1). For quantile normalization and subsequent data processing, the GeneSpring GX v12.1 software package (Agilent Technologies) was utilized. In further data analysis, LncRNAs and mRNAs that 2 out of two samples had flags in Present or Marginal (“All Targets Value”) were chosen after quantile normalization of the raw data. Fold change filtering was employed for differentially expressed lncRNAs and mRNAs identification between the two groups. Gene ontology (GO) and KEGG pathway enrichment analysis were conducted through the standard computation method. Gene Ontologies are organized into a hierarchy structure of annotation terms in order to promote an analysis and interpretation at different levels. The top-level ontologies are biological process, cellular component, and molecular function (Beissbarth, 2006). Thus, GO database^1^ analysis was employed to reflect genetic regulatory systems based on the differentially expressed mRNAs in the biological process, cellular component and molecular function classification. Fisher’s exact test was utilized for determining if the similarity between differential expression and GO annotation list was greater than assessed by chance. KEGG database^2^ analysis was applied to identify the potential key pathways related to the differentially expressed genes. Fisher’s exact test was also used for the enrichment Fisher-*P*-value or Hypergeometric-*P*-value of KEGG pathway. *P* < 0.05 indicated that GO terms and KEGG pathways of differentially expressed genes were significantly enriched. *P*-value was corrected using Benjamini–Hochberg false discovery rate (FDR). The microarray analysis was performed by KangChen Bio-tech (Shanghai, China).

### Co-expression Network Construction

The co-expression networks of lncRNAs and related mRNA were constructed according to the correlation between the differentially expressed lncRNAs and mRNAs. Pearson correlation coefficients (PCC) > 0.95 or < –0.95 between lncRNAs and mRNAs were picked out to draw networks by program Cytoscape (Dong et al., 2014).

### Western Blot Analysis

Protein was extracted as previously described (Zhang et al., 2012). Equal amounts of protein (100 μg) was resolved by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), followed by transferred onto polyvinylidenedifluoride (PVDF) membrane (Millipore, Billerica, MA, United States). The membrane was blocked in 5% skim milk, and then incubated at 4°C overnight with primary antibodies against cleaved caspase-3 (1:100; Proteintech, Wuhan, China) and α-tubulin (1:100; Proteintech, Wuhan, China), followed by incubation with HRP-labeled secondary antibodies (1:5000; Zsbio, Beijing, China). ECL fluorescent detection reagent (Millipore, Billerica, MA, United States) was used for immunoreactivity and the density of immunoreactive strips was analyzed through NIH ImageJ software.

### Statistical Analysis

Statistical analyses were conducted with Prism 7.0 for Windows (GraphPad, La Jolla, CA). All data are expressed as means ± SEM. For microarray data, the statistical significance in fold change was analyzed utilizing the Student’s *t* test and FDR was calculated to correct the *P*-value. Differentially expressed lncRNAs and mRNAs were screened using fold changes greater than or equal to 2 as thresholds. For other data [Western Blot (WB), qRT-PCR], statistical significance between the two groups was determined by Unpaired 2-tailed Student’s *t* test. A value of *P* < 0.05 was considered statistically significant.

## Results

### Unilateral Nephrectomy Induced Anxiety-Like Behavior and Cognitive Deficits in Aged Mice

There was little difference between control and surgery mice in the case of mean velocity, total travel distance, or rearing activity in the open field test (OFT) at day 1 post-surgery (*P* > 0.05, Figures 1A–C). However, the center duration of the surgery mice was significantly shorter compared with that of controls at day 1 following surgery (*P* < 0.05, Figures 1D,E). The fear conditioning test (FCT) design and workflow are described in Figures 2A,B. In the contextual test, the average freezing time was not different between the surgery and control group mice on day 1 after nephrectomy (*P* > 0.05, Figure 2D). However, on day 3 after the operation, contextual memory in the surgery group mice was significantly decreased compared with the control group mice, as evidenced by a shorter average freezing time (*P* < 0.001, Figure 2E), while baseline and cued freezing levels were little difference between the two groups (*P* > 0.05, Figures 2C,F,G). These data demonstrated that unilateral nephrectomy induced significant behavioral deficits in aged mice on the third day post-surgery.

**FIGURE 1:**
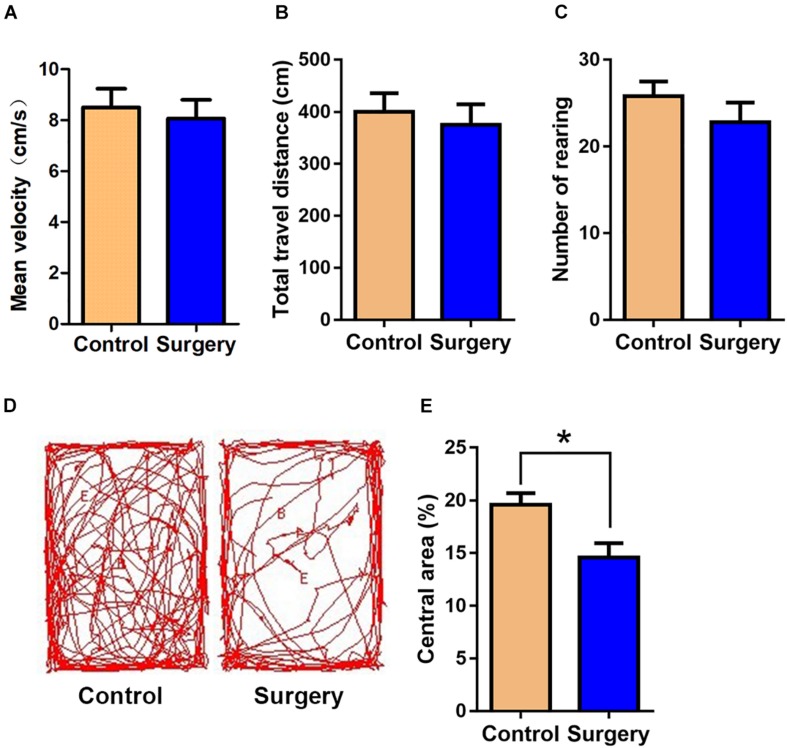
Surgical trauma induces anxiety-like behavior in aged mice. The time in the central area was taken as measures of anxiety and exploratory behavior in the open-field test. **(A)** Mean velocity. **(B)** Total travel distance. **(C)** Rearing activity. **(D)** Entries into the center. **(E)** % central area. Data are presented as means ± SEM; ^*^P < 0.05, vs. Control, Student’s *t*-test, *N* = 10 for all analyses.

**FIGURE 2:**
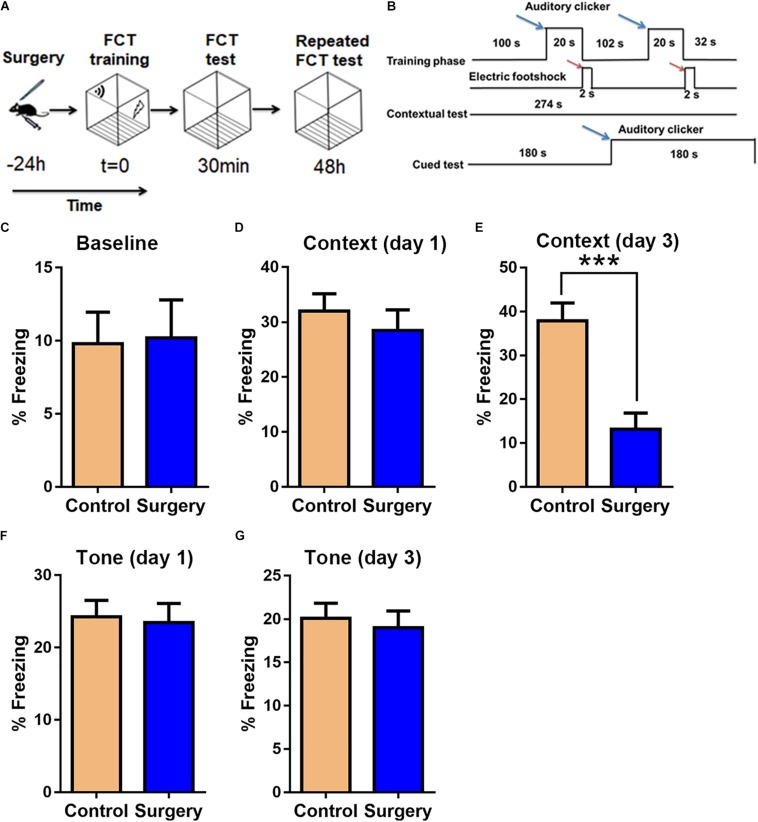
Unilateral nephrectomy impairs associative cognitive function on day 3 post-surgery. **(A)** Fear conditioning test (FCT) design. **(B)** FCT workflow. Blue arrows indicate sound stimuli and red arrows indicate electric shock stimuli. **(C)** Baseline freezing levels. **(D,E)** Freezing levels in the contextual test on day 1 and day 3 post-surgery. **(F,G)** Freezing levels in the cued tone test on day 1 and day 3 post-surgery. Data are presented as means ± SEM; ^∗∗∗^ *P* < 0.001, vs. Control, Student’s *t*-test, *N* = 12 for all analyses.

### Overview of lncRNA and mRNA Expression Profiles

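The deposited data hold 1 array of the control group and 1 array of the surgery group. The RNA on each array was pooled from the hippocampi of 3 mice, aged 16 to 18 months, and the tissue was taken on day 3 after unilateral nephrectomy. The paper's methods state that the assay was repeated, but the deposited data hold 1 array per group. The spread between mice or pools could therefore not be computed, no test was run, and none of the values from these arrays has a replicate check. Each array carries 61500 spots besides the controls, with 60930 probes, of which 60900 have 1 spot and 30 have 20 spots. The authors deposited the output of Agilent Feature Extraction, in which the processed signal is corrected for background within each array and not normalized between the arrays. The log2 processed signals of both arrays were quantile normalized, the spots of a repeated probe were averaged, and spots marked as non-uniform or as a population outlier on either array were left out. Changes were counted among the 44044 probes that were well above background on both arrays. On the control array 76.4% of the spots were well above background, and on the surgery array 73.8%, with median processed signals of 98.8 and 89.7. Signals of single probes are given before normalization between the arrays, and ratios after it. The log2 ratio is that of surgery over control, and its median over the detected probes was 0.04. Without normalization between the arrays this median was -0.07. The error beside a log2 ratio is the error that Feature Extraction gives for the spots, combined over both arrays. It covers the measurement on the array and not the differences between mice, and its median was 0.21. Among 15 bright probes with repeated spots, the SD of the log2 ratio between spots had a median of 0.06 and a highest value of 0.21. Where a probe was well above background on 1 array only, a lower bound of the change is given. It compares the brighter signal with the dimmer one or with the lowest normalized signal well above background on the dimmer array, whichever is higher. These lowest signals were 15.7 on the control array and 18.9 on the surgery array. Where the dimmer signal is the higher of these, the bound is the ratio of both signals, and a bound holds for the processed signal only. Names, classes and positions of probes come from Supplementary Table S2. That table was made from the same 2 arrays, so that the direction it lists for a probe is no independent check. The positions of 437 of the 440 mRNAs that could be matched by accession lie inside the same gene in GRCm38.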

The scatter plots were a visualization method used for assessing the lncRNA and mRNA expression variations between surgery and control samples (Figures 3A,B). Compared with the lncRNAs in the control group, 868 lncRNAs were differentially expressed in the surgery group; 496 were upregulated, and 372 were downregulated. 

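Of the probes well above background on both arrays, 647 were at least 2-fold higher after surgery and 858 were at least 2-fold lower. Apart from some probe names that begin with humanlincRNA or mouselincRNA, the files do not give the class of a probe. The lncRNAs were therefore counted only among the probes of Supplementary Table S2. The copy of its lncRNA sheet used here holds 866 rows, which name 726 different probes. Of the 412 probes listed as upregulated, 253 were at least 2-fold higher, 13 changed by less than 2-fold, 135 were not well above background on 1 or both arrays, and the spots of 11 were marked as outliers. Of the 314 probes listed as downregulated, 221 were at least 2-fold lower, 14 changed by less than 2-fold, 67 were not well above background on 1 or both arrays, and the spots of 12 were marked. With the normexp correction, 172 lncRNA probes changed at least 2-fold, compared with 474 in the main setting, and with the lower part of the detected probes by signal left out, 159 did. The normexp correction adds an offset of 50, which shrinks the ratios of dim probes by construction. The changes were not spread evenly over the array. In columns 1 to 150, 0.797% of the detected probes were at least 2-fold higher and 1.83% were at least 2-fold lower. In the last 14 columns, these shares were 8.40% and 3.19%. The last 14 columns held 8.84% of the detected probes and 50.5% of those at least 2-fold higher. Of the 412 lncRNA probes listed as upregulated, 260 lie in these columns, and of the 314 listed as downregulated, 73.

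**Figure D1:**
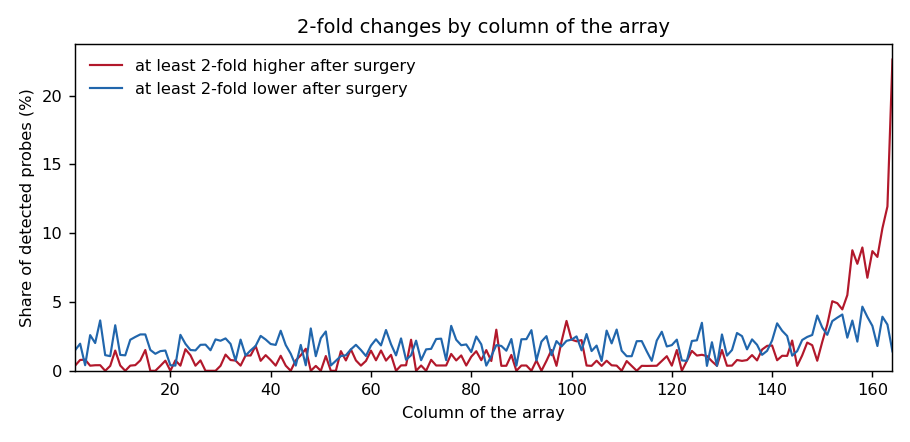
Share of the detected probes in each column of the array that were at least 2-fold higher (red) or lower (blue) after surgery, in percent. In the last column, 22.6% of the probes were at least 2-fold higher and 1.41% at least 2-fold lower.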

ENSMUST00000121407 was the most up-regulated lncRNA, and NR_037988 was the most down-regulated lncRNA (Table 1). 

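ENSMUST00000121407 is an intergenic transcript on chromosome 13 of GRCm38, from 33686456 to 33689508. Its spot was marked as non-uniform, and its control signal of 14.9 was not well above background. With the spot kept, the signal of 1173 on the surgery array was at least 77.9-fold higher. With the median pixel minus the local background in place of the processed signal, its log2 ratio was 1.11. This alternative, called the median pixel below, changes the background correction as well as the summary of the pixels. A difference under it can therefore not be laid to the pixels alone. NR_037988, an intergenic transcript on chromosome 1 from 166974022 to 166999730, had a signal of 23690 on the control array and 369 on the surgery array, a log2 ratio of -5.96 with an error of 0.20. Its spot, in row 301 and column 31, was also marked as non-uniform. The spots in rows 300 and 302 of the same column, which carry unrelated probes, were bright on the control array alone as well. The spot in row 300 carries uc012gtn.1, which overlaps Cyp19a1 on chromosome 9, and had signals of 49381 and 20.4. The spot in row 302 had signals of 19776 and 9.22. The local background of all 3 spots was marked as uneven on the control array, as it was at 23 other spots within 6 rows and columns, and on the surgery array for 0 of the 3. Of the 20 lncRNAs in Table 1, the spots of 12 were marked as outliers, 1 was not well above background on the surgery array, and 7 were measured on both arrays and changed at least 2-fold. Of the 20, 12 lie in the last 14 columns. AK030988, in column 144, was not marked and had signals of 347 and 3738 and a log2 ratio of 3.55 with an error of 0.20.

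**Figure D2:**
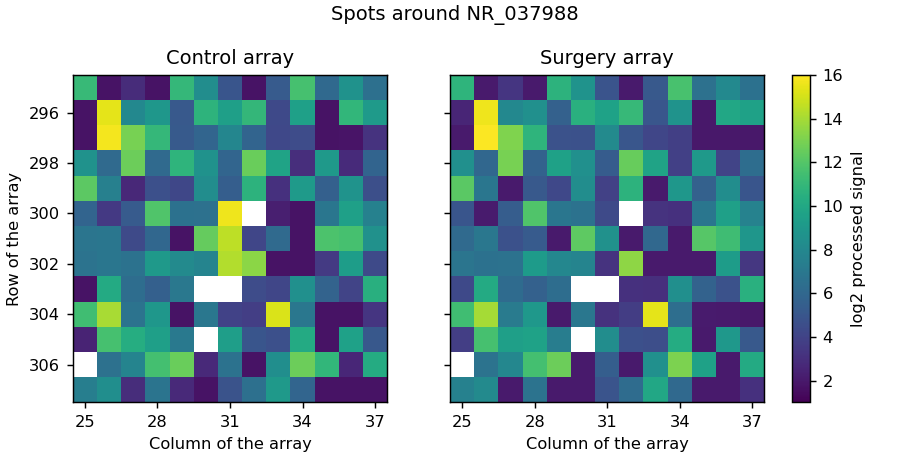
Processed signal (log2 scale, colour) of the spots around NR_037988 on the control array (left) and the surgery array (right), by row and column. Control spots are left white. The spots in rows 300 to 302 of column 31 are bright on the control array alone.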

Depending on the genomic location that implies that lncRNAs may have the potential functions in regulating their adjacent protein-coding genes, each of the differentially expressed lncRNAs was classified into 1 of 4 categories (sense overlap, antisense overlap, intergenic, bidirectional) (Figure 3C). About 40% of these lncRNAs belong to the intergenic lncRNA category, of which many were functional and conserved in mammals (Guttman et al., 2009).

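The categories were counted over the 726 lncRNA probes of Supplementary Table S2, each probe once per category, with exon and intron sense-overlapping transcripts as sense and natural and intronic antisense transcripts as antisense. Intergenic transcripts made up 347 probes (47.8%), sense transcripts 243 (33.5%), antisense transcripts 116 (16.0%) and bidirectional transcripts 26 (3.58%), with 6 probes in more than 1 category. Counted over the 866 rows, which repeat a probe for each associated gene, intergenic transcripts made up 40.1%, sense transcripts 37.4% and antisense transcripts 18.9%. Among the 474 probes that were at least 2-fold changed here, 205 were intergenic (43.2%).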

**FIGURE 3:**
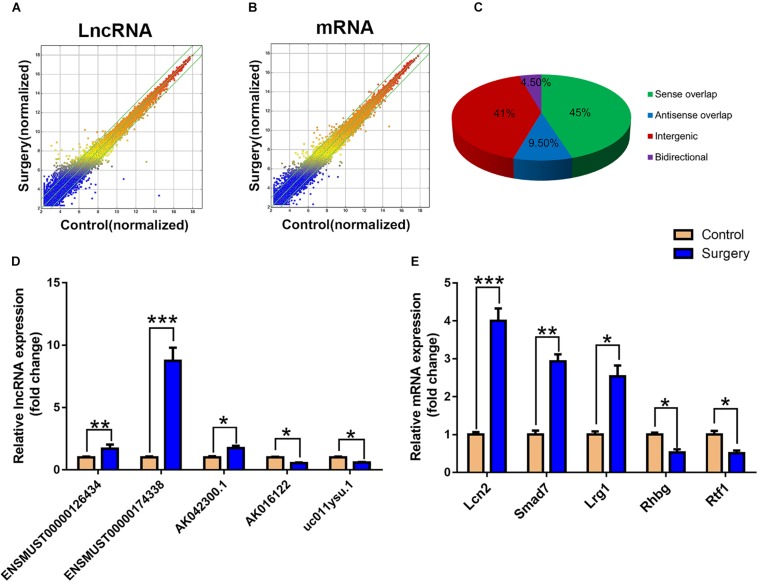
LncRNA and mRNA expression profiles. **(A)** The scatterplots of lncRNA expression profiles. **(B)** The scatterplots of mRNA expression profiles. The scatterplots of lncRNA and mRNA were used to assess the lncRNA and mRNA expression variations between the surgery group and the control group. The green lines represent the fold change (the default value is 2 times). **(C)** Subgroup analysis of differentially expressed lncRNAs was based on their gene mapping and the relationships between adjacent protein-encoding genes. **(D)** Relative expression of five lncRNAs. **(E)** Relative expression of five mRNAs. Data are presented as means ± SEM; ^*^P < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001, vs. Control, Student’s *t*-test, *N* = 10 for all analyses.

**TABLE 1:** Top 10 differentially expressed lncRNAs.

**Top 10 differentially expressed lncRNAs (Surgery vs. Control)**			
**Up-regulated lncRNAs**		**Down-regulated lncRNAs**	
**LncRNA seqname**	**Fold change**	**LncRNA seqname**	**Fold change**
ENSMUST00000121407	44.0738891	NR_037988	75.646121
AK134221	38.3875292	uc009rwl.1	49.2329881
TCONS_00022552	23.5318102	ENSMUST00000077582	19.9324922
AK144133	15.5019307	ENSMUST00000131864	16.4125705
ENSMUST00000174338	15.1467424	AK155619	9.4494824
TCONS_00010795	14.521925	uc011ysu.1	8.4173669
AK030988	12.0249851	ENSMUST00000181342	7.6085261
mouselincRNA0065+	11.7505852	ENSMUST00000156958	6.6236011
humanlincRNA0860+	10.7063974	AK016122	6.5157073
AK149831	9.6826759	AK036292	6.1184775

Additionally, the mRNA profiles between the two groups were also analyzed. In comparison with the mRNAs in the control mice, 690 mRNAs were differentially expressed in surgery group; 249 were upregulated and 441 were downregulated. 

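The copy of the mRNA sheet of Supplementary Table S2 used here is shortened and holds 248 of the upregulated and 198 of the downregulated mRNAs. Of the 248 probes listed as upregulated, 177 were at least 2-fold higher, 6 changed by less than 2-fold, 57 were not well above background on 1 or both arrays, and the spots of 8 were marked as outliers. Of the 198 probes listed as downregulated, 159 were at least 2-fold lower, 14 changed by less than 2-fold, 20 were not well above background on 1 or both arrays, and the spots of 5 were marked. In the last 14 columns of the array lie 129 of the 248 and 31 of the 198.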

Cxcl2 was the most up-regulated mRNA, and Tmem591 was the most downregulated mRNA (Table 2). 

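Cxcl2 (NM_009140, chromosome 5, 90903898 to 90905938) had a signal of 17.0 on the control array, which was not well above background, and of 296 on the surgery array, an increase of at least 19.2-fold. With the median pixel minus the local background in place of the processed signal, its log2 ratio was 2.76. Its spot lies in the last 14 columns of the array. Tmem59l (NM_182991, chromosome 8, 70483866 to 70487358) had signals of 56485 and 4344, a log2 ratio of -3.74 with an error of 0.20. Slc47a1 rose from 439 to 3977 (log2 ratio 3.29, error 0.20) and Cdh1 from 352 to 2706 (log2 ratio 3.07, error 0.20), and neither lies in these columns. Of the 20 mRNAs in Table 2, 15 have a probe named in the copy of Supplementary Table S2. Among these 15, 7 were measured on both arrays and changed at least 2-fold, 3 were well above background on 1 array only, and the spots of 5 were marked as outliers. The spots of 9 lie in the last 14 columns.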

To further evaluate the consistency of the microarray, 5 pairs of differentially expressed lncRNAs and mRNAs were randomly selected and analyzed further with qRT-qPCR in 10 pairs of mice. LncRNAs ENSMUST00000126434, ENSMUST00000174338 and AK042300.1 were upregulated, while AK016122 and uc011ysu.1 were downregulated (Figure 3D). 

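On the arrays, ENSMUST00000126434 rose from a signal of 22.9 to 282 (log2 ratio 3.76, error 0.32), and its spot lies in the last column of the array. AK042300.1, listed in Supplementary Table S2 as uc009idp.1, had a log2 ratio of 1.46 (error 0.22) in the same column. For AK042300.1 it was 1.01 with the median pixel and 0.79 with the normexp correction, the second under 2-fold. With a running median over nearby spots subtracted, chosen after seeing the data, it was 0.89. The lncRNA uc011ysu.1, a Rian transcript on chromosome 12, fell from 2390 to 265 (log2 ratio -3.03, error 0.21). AK016122 had a log2 ratio of -2.66 (error 0.27) with its spot marked as an outlier and kept. Lrg1 rose from 1275 to 4264 (log2 ratio 1.83, error 0.20) and Lcn2 from 167 to 1201 (log2 ratio 2.99, error 0.21). Smad7 was bright on both arrays and changed by less than 2-fold. Rhbg was well above background on the control array only, with a decrease of at least 4.86-fold in the processed signal. The decrease was 2.09-fold with the median pixel and 1.56-fold with the normexp correction, the second under 2-fold. Rtf1 has no probe that could be named here. For these genes the paper concludes from qRT-PCR in 10 pairs of mice that the array data are reliable.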

*Lrg1, Smad7* and *Lcn2* mRNAs were upregulated, while *Rhbg* and *Rtf1* were downregulated (Figure 3E). qRT-PCR analysis results were in accordance with our microarray analyses, thus indicating the reliability of the microarray data. The lncRNA and mRNA raw data have been uploaded into Gene Expression Omnibus (GEO), and the GEO accession number is GSE113738. The full information of all the significant dysregulated lncRNAs and mRNAs of microarray analysis has been provided in Supplementary Table S2.

**TABLE 2:** Top 10 differentially expressed mRNAs.

**Top 10 differentially expressed mRNAs (Surgery VS Control)**			
**Up-regulated mRNAs**		**Down-regulated mRNAs**	
**mRNA seqname**	**Fold change**	**mRNA seqname**	**Fold change**
Cxcl2	10.4449494	Tmem59l	19.2085272
Slc47a1	10.0731291	Prr23a	18.1825571
Cdh1	8.6121235	Pdzk1ip1	16.1521174
AU018091	8.3063289	S100a8	8.2135619
Lcn2	8.1802254	Vmn1r219	7.943022
Dapl1	8.0599048	Celsr1	7.6575533
Areg	6.5823576	Pask	7.2041494
Emilin3	6.5731322	Rcc2	6.5116538
H2-M10.3	6.3862432	Pafah1b1	5.9276695
Tfap2a	6.1562862	Pop1	5.6833151

### GO and KEGG Pathway Analysis

Functional enrichment analysis of these differentially expressed mRNAs was conducted. In GO biological process analysis, the downregulated and upregulated functional GO terms were mainly linked to the immune/inflammatory system and apoptotic process. Additionally, as shown in Table 3, the top 10 upregulated biological processes were mainly involved in the chemotaxis/migration of inflammatory cells (T-cell, lymphocyte, and monocyte), and the top 6 downregulated biological processes included mainly synaptic transmission, amyloid precursor protein (APP) catabolic process and interleukin-10 (IL-10) production. 

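The genes of each term were taken from Supplementary Table S3 and their changes from the arrays, and no enrichment was computed, since the table of downregulated mRNAs is held in part. The 10 upregulated terms of Table 3 rest on 8 genes, all of which have a probe here: Ccr2, Ccl5, Cxcl12, Kmt2e, Dpp4, Foxc2, Foxc1 and Anxa1. Ccr2 rose from a signal of 27.1 to 109 (log2 ratio 2.14, error 0.38), and its spot lies in column 156 of the array. Its log2 ratio was 0.61 with the median pixel. Ccl5, which belongs to most of these terms, had signals of 262 and 499 and was 2.14-fold higher after normalization (error 0.21 on the log2 scale). Its log2 ratio was 0.93 without normalization, 0.96 with the median pixel and 0.87 with the normexp correction, each under 2-fold. Cxcl12 has 2 probes, with log2 ratios of 1.08 and -1.24 (error 0.21 for each). The log2 ratio was 2.22 for Foxc2, in column 156, and 1.04 for Foxc1. Dpp4 and Anxa1 had log2 ratios of 1.03 and 1.02, and Kmt2e rose 2.15-fold, in column 161. Without normalization, Foxc1, Dpp4, Anxa1, Kmt2e and the higher of the 2 probes of Cxcl12 were under 2-fold as well. The 6 downregulated terms rest on 11 genes, of which 4 have a probe here. Among these, Hspd1 had a log2 ratio of -1.02 (error 0.20) and Tbk1 of -1.10 (error 0.22), and Pfn2 fell from 4397 to 2084 (error 0.20 on the log2 scale). Tlr4 was well above background on the control array only, with a decrease of at least 1.62-fold. None of the genes of the terms on synaptic transmission and on amyloid precursor protein catabolism has a probe that could be named here. From these terms the paper states that the changed mRNAs were mainly linked to the immune and inflammatory system and to apoptosis.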

For GO molecular function analysis, the most significant enriched of the upregulated and downregulated functional GO terms were carbohydrate phosphatase activity (GO:0019203) and Ran GTPase binding (GO:0034595), respectively (Supplementary Figures S1A,B). With regards to GO cellular component analysis, the most significant enriched of the upregulated and downregulated functional GO terms were basolateral plasma membrane (GO:0016323) and zymogen granule (GO:0042588), respectively (Supplementary Figures S1C,D). The full information of all the significant enrichment GO categories was shown in Supplementary Table S3.

**TABLE 3:** Top 10 GO biological processes of upregulated target genes and top 6 biological processes of downregulated target genes (surgery vs. control).

**GO.ID**	**GO Term**	**Fold enrichment**	***P* value**
**Upregulated target genes**			
GO:0090025	regulation of monocyte chemotaxis	> 12	< 0.01
GO:0033631	cell-cell adhesion mediated by integrin	> 12	< 0.01
GO:0010820	positive regulation of T cell chemotaxis	> 12	< 0.01
GO:0010819	regulation of T cell chemotaxis	> 12	< 0.01
GO:0036230	granulocyte activation	> 12	< 0.01
GO:0002548	monocyte chemotaxis	> 12	< 0.01
GO:2000403	positive regulation of lymphocyte migration	> 12	< 0.01
GO:1902337	regulation of apoptotic process	> 12	< 0.01
GO:0006925	inflammatory cell apoptotic process	> 12	0.011
GO:1901623	regulation of lymphocyte chemotaxis	> 12	0.01
**Downregulated target genes**			
GO:0050805	negative regulation of synaptic transmission	> 5	0.001
GO:0032607	interferon-alpha production	> 5	0.001
GO:0060292	long term synaptic depression	> 5	0.029
GO:0042987	amyloid precursor protein catabolic process	> 5	0.03
GO:1902803	regulation of synaptic vesicle transport	> 5	0.036
GO:0032733	regulation of interleukin-10 production	> 5	0.044

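Among the genes that Supplementary Table S4 lists for the adherens junction pathway, Cdh1, Egfr and Rhoa were at least 2-fold higher after surgery, with log2 ratios of 1.47 for Egfr, in the last 14 columns of the array, and 1.06 for Rhoa. Ctnna2 was lower, with a log2 ratio of -1.56 and an error of 0.24.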

KEGG pathway analysis revealed that 7 pathways corresponded to up-regulated transcripts (Figure 4A) and that the most enriched network was “Adherens junction (mouse)” (Fisher *P*-value = 2.12E-03) composed of 8 targeted genes. Moreover, the pathway analysis also indicated that 8 pathways corresponded to downregulated transcripts (Figure 4B) and that the most enriched network was “Insulin signaling pathway (mouse)” (Fisher *P*-value = 5.80E-03) composed of 11 targeted genes. Among these pathways, the gene category “IL-17 signaling pathway” has been reported to play a pivotal role in cognitive impairment (Tian et al., 2015); the gene category “ErbB signaling pathway” has been found to be implicated in inhibition of long-term potentiation (LTP) in hippocampus (Pitcher et al., 2008). Additionally, the gene category “Hypoxia-inducible factor-1 (HIF-1) signaling pathway” has been shown to be associated with the pathogenesis of neurodegenerative diseases, such as AD, Huntington’s disease (HD) and Parkinson’s disease (PD) (Zhang et al., 2011). 

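Among the genes listed for the insulin signaling pathway, Crk, Hk1, Ikbkb and Prkacb were at least 2-fold lower, with log2 ratios of -1.19, -1.10, -1.86 and -1.33. Fbp2 and Rapgef1 were at least 2-fold higher, with log2 ratios of 2.65 and 1.72. These were 1.54 and 0.74 with the median pixel and 1.11 and 0.48 with the normexp correction, with Rapgef1 under 2-fold in both. Prkar1b was well above background on the surgery array only and was at least 4.75-fold higher. Fbp2, Rapgef1, Prkar1b and Ikbkb lie in the last 14 columns of the array.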

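In the list for the IL-17 signaling pathway, 5 of 7 genes have a probe that could be named here. Cxcl2, Lcn2 and Il17re (log2 ratio 1.31, error 0.23) were higher after surgery, and Ikbkb and Tbk1 were lower. In the list for the ErbB signaling pathway, 5 of 7 genes have a probe. Areg rose from a signal of 23.9 to 223 (log2 ratio 3.36, error 0.29), Egfr, Camk2a (log2 ratio 1.35) and Tgfa (log2 ratio 1.34) were also higher, and Crk was lower. In the list for the HIF-1 signaling pathway, 7 of 9 genes have a probe, and 4 were higher and 3 lower. Among these, Eno1 had a log2 ratio of 1.29 and Pfkfb3 of 1.06, and Gapdh fell from 44727 to 23720, a log2 ratio of -0.98 with an error of 0.20. Of the genes higher in these 3 lists, Cxcl2, Il17re, Areg, Egfr, Tgfa and Eno1 lie in the last 14 columns of the array, and of those lower, Ikbkb. With the running median over nearby spots subtracted, a choice made after seeing the data, the log2 ratio was 0.92 for Egfr, 0.88 for Tgfa, 0.68 for Il17re, 0.69 for Eno1 and 0.90 for Pfkfb3, which lies outside these columns, each under 2-fold. Camk2a had log2 ratios of 0.81 with the median pixel and 0.58 with the normexp correction, both under 2-fold. Under that correction Egfr, Tgfa, Il17re, Eno1, Pfkfb3 and Tbk1 were also under 2-fold, while Areg, Lcn2, Cxcl2, Crk and Ikbkb were not.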

The full information of all the significant enrichment KEGG pathways was shown in Supplementary Table S4.

**FIGURE 4:**
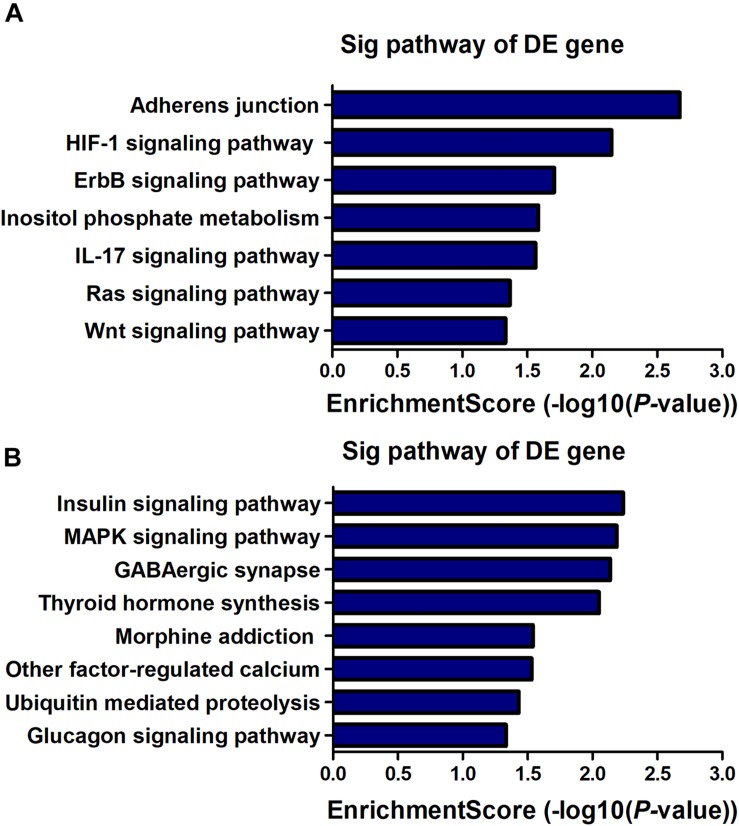
KEGG pathway enrichment analysis is a functional analysis for mRNAs. The *P*-value (EASE-score, Fisher-*P-*value or Hypergeometric-*P*-value) indicates the significance of the pathway correlated to the conditions. The lower the *P*-value, the more significant the pathway is (The recommended *P*-value cut-off is 0.05). **(A)** Pathways involved in up-regulated transcripts. **(B)** Pathways involved in down-regulated transcripts.

### Surgery-Induced Inflammatory Cytokines and Neuronal Apoptosis Were Increased in Hippocampal Tissue of Aged Mice

To validate the functional enrichment analyses results that the differentially expressed genes were mainly related to inflammatory and apoptotic signaling pathways, we measured the significant factors implicated in the two GO terms in the hippocampus. The results showed that unilateral nephrectomy significantly increased the expression of inflammatory chemokine (C-X-C motif) ligand 1 (CXCL1) and ligand 2 (CXCL2), and chemokine (C-C motif) ligand 2 (CCL2) at mRNA levels in hippocampus compared to that of the control group (*P* < 0.001, Figures 5A–C). Also, the expression of inflammatory cytokines in the surgery group, including tumor necrosis factor α (TNF-α) and interleukin-1β (IL-1β), was dramatically enhanced compared with the control group (*P* < 0.001, Figures 5D,E). Moreover, compared with the control group, the ratio of apoptotic neurons in the hippocampal tissue was significantly increased in the surgery group via TUNEL staining (*P* < 0.001, Figures 5F,G). Consistently, the level of cleaved caspase-3 proteins, which is a key mediator of cellular apoptosis, was also significantly increased in the surgery group through WB analysis (*P* < 0.01, Figures 5H,I). Our results showed that inflammatory response and neuronal apoptosis were markedly enhanced on day 3 after surgery in the hippocampus of the aged mice.

**FIGURE 5:**
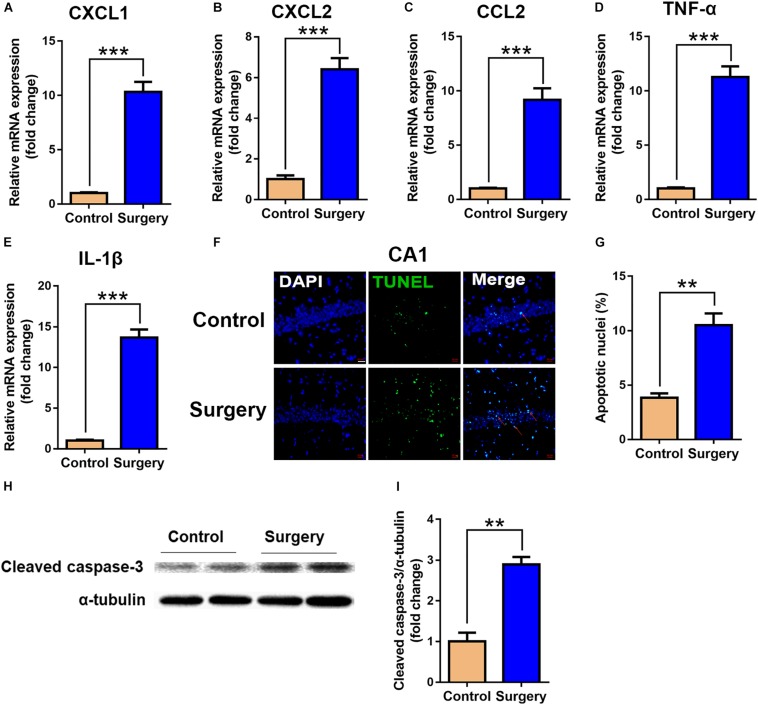
Expression of inflammatory cytokines and neuronal apoptosis were significantly enhanced in hippocampal tissue after surgery. Hippocampal tissues were harvested on day 3 after surgery from the two groups. **(A–E)** mRNA expression of CXCL1 **(A),** CXCL2 **(B)**, CCL2 **(C)**, TNF-α **(D)** and IL-1β **(E)**. Proinflammatory cytokine expression was measured by qRT-PCR. **(F)** Representative images of TUNEL assay in the CA1 of the hippocampus. Scale bar, 20 μm. **(G)** Quantitative analysis of TUNEL-positive cells. Red arrows point to representative TUNEL-positive cells. The cells were counterstained with 4’, 6-diamidino-2-phenylindole (DAPI). **(H)** Protein levels of cleaved caspase-3. **(I)** Quantification of protein levels of cleaved caspase-3. Data are presented as means ± SEM; ^∗∗^*P* < 0.01, ^∗∗∗^ *P* < 0.001, vs. Control, Student’s *t*-test, *N* = 6 for all analyses.

### LncRNA/mRNA Co-expression and Function Prediction

To date, predictions on the function of lncRNAs were mainly dependent on their co-expression with corresponding coding genes. Thus, the co-expression networks of differentially expressed lncRNA-mRNA were constructed based on the correlation analysis. 

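With 1 array per group, the deposited data hold 2 values for each probe. Pearson's correlation of any lncRNA with any mRNA over 2 values is 1 or -1 by construction, so that a correlation cannot be computed from these arrays and only the direction of change of each pair is given. Figure 6 shows 34 pairs, of which 20 have probes that could be named here.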

Through a rigorous screening process, co-expressed lncRNA-mRNA gene pairs (PCC > 0.95 or < –0.95, and *P* < 0.01) were selected to draw the networks (Figure 6). 

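ENSMUST00000174338 (Gm20544) had a signal of 33.9 on the control array and 106 on the surgery array, a log2 ratio of 1.78 with an error of 0.26. With the median pixel minus the local background in place of the processed signal, the log2 ratio was 1.07. With the normexp correction, whose offset of 50 shrinks the ratios of dim probes by construction, it was 0.71, under 2-fold. Smad7 had signals of 13082 and 17186, a log2 ratio of 0.37 with an error of 0.20. Npm3 and Rapgef1 were at least 2-fold higher, with log2 ratios of 2.02 and 1.72. These were 1.98 and 0.74 with the median pixel and 1.85 and 0.48 with the normexp correction. Reg4 was well above background on the surgery array only and was at least 6.89-fold higher, with a log2 ratio of 0.44 for the median pixel. Sirt6, with signals of 4.04 and 20.4, was not well above background on either array. In Figure 6, 11 mRNAs are drawn with a positive and 14 with a negative correlation to this lncRNA. All 11 had a log2 ratio above 0, and that of 10 was at least 1 before the detection filter. Of the 11, 4 reached 1 with the median pixel. Of the 14, 4 have a probe that could be named here, Mrfap1, Trpm7, Gna12 and Ctnna2, and all 4 were at least 2-fold lower. Mrfap1 and Ctnna2 were also at least 2-fold lower with the median pixel, for which Gna12 had a log2 ratio of -0.92, and the 2 probes of Trpm7 had log2 ratios of -0.88 and -1.01.

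**Figure D3:**
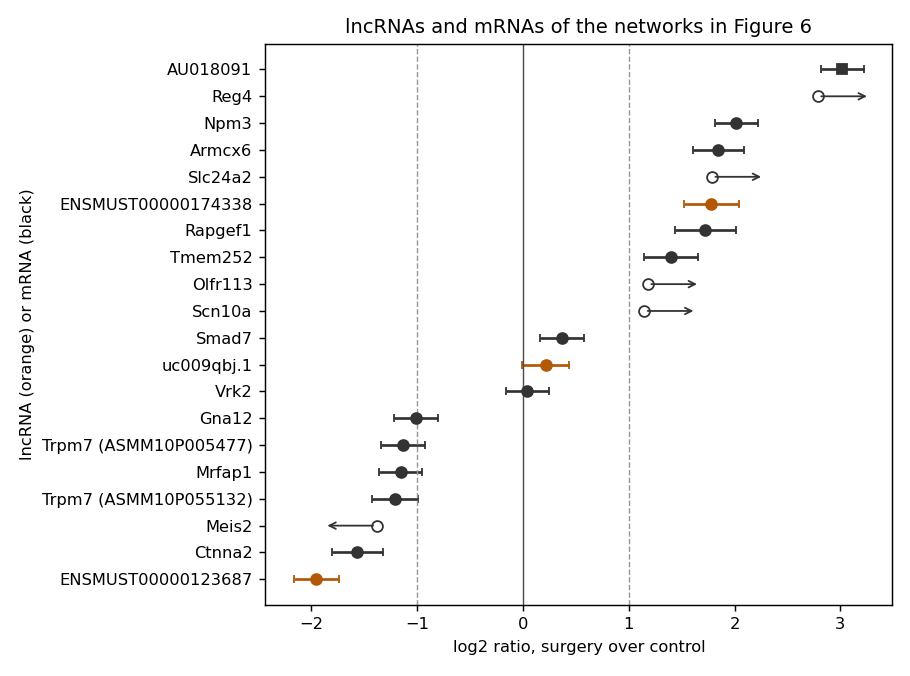
Log2 ratio of surgery over control for the lncRNAs (orange) and mRNAs (black) of Figure 6 that have a probe here. Bars show the combined spot error, open points with arrows show lower bounds, the square shows a spot marked as an outlier, and dashed lines show a 2-fold change. Smad7, uc009qbj.1 and Vrk2 lie between the dashed lines.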

LncRNA ENSMUST00000174338 was positively correlated with *Smad7*, *Sirt6*, *Reg4*, *Npm3*, and *Rapgef1* levels, and negatively correlated with *Ndrg2*, *Chn1*, *Lpo7*, and *Crim1* expression. 

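The lncRNA uc009qbj.1 lies on chromosome 9 of GRCm38, from 63757922 to 63758111. It had signals of 78.0 and 82.1, a log2 ratio of 0.22 with an error of 0.22. Vrk2 (NM_027260, chromosome 11, 26471401 to 26593920) had signals of 247 and 226, a log2 ratio of 0.04 with an error of 0.21. Neither ratio differs from 0 by more than its spot error. ENSMUST00000123687, as the transcript with this number is called in Figure 6 and Supplementary Table S2, fell from 439 to 102, a log2 ratio of -1.95 with an error of 0.21. Meis2 fell from 59.7 to 21.1, where it was not well above background, a decrease of at least 2.61-fold in the processed signal, and its log2 ratio was -0.70 with the median pixel. Mrfap1, also drawn with a positive correlation to ENSMUST00000123687, had a log2 ratio of -1.15. Armcx6, drawn with a negative correlation, had a log2 ratio of 1.85 with an error of 0.24. Abcc9, Cbfb and Man1b1 have no probe that could be named here.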

LncRNA uc009qbj.1 was positively correlated with *Vrk2* level and lncRNA NONMMUT00000123687 was positively correlated with *Abcc9*, *Meis2*, *Cbfb*, and *Man1b1* levels, and negatively correlated with *Armcx6* and *Sirt6* expression. These networks showed that one lncRNA could correlate with one to tens of mRNAs. Co-expressed mRNAs were mainly implicated in inflammation and neuronal apoptosis pathways.

**FIGURE 6:**
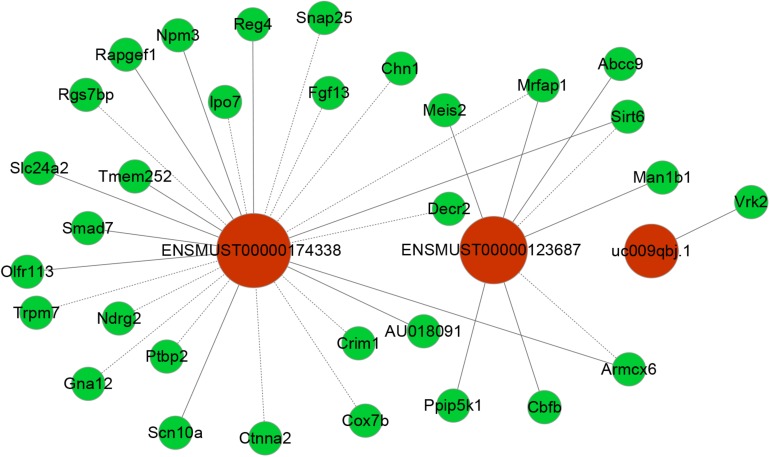
Co-expression networks of third lncRNAs with associated mRNAs. Co-expressed lncRNA-mRNA pairs were identified through strict screening criteria (correlation coefficients > 0.95 or < –0.95, *P* < 0.01). The differentially expressed lncRNAs were predicted to function by regulating the closely related mRNA. Red circles represent lncRNAs, and green circles denote mRNAs. Solid and dotted lines represent positive correlation and negative correlation, respectively.

### Predicting the Potential Key lncRNA-mRNA Pairs Involved in POCD

At present, the function of lncRNA is mainly achieved by acting on target genes in the form of cis or trans (Wei et al., 2017). Combining lncRNA and mRNA co-expression networks, potential targets of lncRNAs was predicted according to cis or trans prediction. The cis-prediction screened the pairs of lncRNA-mRNA based on the distance within 10 kb of one another, while trans-prediction identified the pairs of lncRNA-mRNA using the method of calculating combined energy (if the combined energy value < 30, it is determined to trans). 

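In Supplementary Table S2, ENSMUST00000174338 is classed as bidirectional to Smad7. It lies on the minus strand of chromosome 18 of GRCm38, from 75365331 to 75367088, and Smad7 on the plus strand, from 75367364 to 75395934. The gap between them is 276 bp, or 0.276 kb.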

The results indicated that lncRNA ENSMUST00000174338 regulated the inflammation and apoptosis-associated gene *Smad7* in cis. LncRNA NONMMUT00000123687 mediated gene expression by binding the inflammation-regulated transcription factor *Meis2* in trans.

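ENSMUST00000123687 overlaps exons of Dlg4 on the plus strand of chromosome 11, from 70039820 to 70044619. Meis2 (NM_001159570) lies on another chromosome, chromosome 2, from 115861263 to 116064621 on the minus strand. From the predicted binding of the lncRNA to Meis2, the paper concludes that it acts in trans, a step that the arrays do not measure.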

## Discussion

Emerging researches have shown that lncRNAs may be involved in the pathogenesis of POCD, but the underlying mechanisms remain unclear (Wei et al., 2017; Zhang et al., 2018). This study was an exploratory analysis on which lncRNAs were involved in the pathogenesis of POCD. We established a POCD mouse model based on previous research (Vizcaychipi et al., 2014), which has been well established and confirmed in our previous study (Chen et al., 2015). And we have identified the significantly dysregulated lncRNA and mRNA expression profiles in POCD compared with the control mice. In total, 868 differentially expressed lncRNAs and 690 expressed mRNAs were identified. GO and KEGG pathway enrichment analyses of the differentially expressed genes indicated that they were mainly linked to the progress of cellular inflammation and apoptosis. Furthermore, in the *in vivo* study, we demonstrated that surgery-induced inflammatory cytokines and apoptosis were increased in the hippocampus of aged mice. Importantly, we identify some potential key pairs of lncRNAs and target mRNAs, which may play a pivotal part in the pathogenesis of POCD through mediating neuronal inflammation or apoptosis.

Previously, unilateral nephrectomy has been reported for the establishment of POCD mouse model (Vizcaychipi et al., 2014; Chen et al., 2015). Again, in this study, we confirmed that this procedure modality could induce associative cognitive deficits on day 3 after surgery (Figure 2). And we applied microarray analyses to identify lncRNA and mRNA expression profiles in hippocampal tissues from POCD and control mice. Although similar research was performed on POCD in aged mice (Wei et al., 2017), there are some differences from our study. First, we utilized classical unilateral nephrectomy to establish the model of POCD instead of tibial fracture. Second, in this model of POCD, we further confirmed that surgery-induced neuroinflammation and apoptosis were significantly increased in aged mice. Third, in the study of Wei et al. (2017), they were mainly concerned with the comprehensive role of lncRNAs in POCD, while we focused on identification of the potential key pairs of lncRNAs and target mRNAs. Thus, our research further probed the possible roles of lncRNAs in the development of POCD.

LncRNA, as a regulatory factor, has recently been demonstrated to be closely related to excessive inflammation and neuronal apoptosis (Du et al., 2017; Gu et al., 2018). In addition, numerous studies indicated that neuroinflammation and neuronal apoptosis play an important role in POCD formation and development (Yon et al., 2005; Cibelli et al., 2010; Terrando et al., 2010). In the context of POCD, we found that many biological immune/inflammatory and apoptotic processes may be potentially targeted by the lncRNAs (Table 3). Regarding these biological processes, the regulation of T-cell/lymphocyte chemotaxis/migration was most affected. Activated immune cells could release a large number of pro-inflammatory cytokines, such as IL-6, IL-1β and TNF-α, participating in the early event in POCD formation (Terrando et al., 2010). KEGG pathway analysis for the differentially expressed genes also revealed some important pathways that could be involved in POCD, including IL-17 signaling pathway (Tian et al., 2015), ErbB signaling pathway (Pitcher et al., 2008), HIF-1 signaling pathway (Zhang et al., 2011), and Wnt signaling pathway (Zheng et al., 2016). These pathways were well known to be associated with occurrence and development of neurodegenerative diseases. We further confirmed that inflammatory cytokines and apoptosis relative indexes were markedly increased in this model of POCD compared with the control mice *in vivo*, which was consistent with previous findings (Zhang et al., 2016; Qi et al., 2017). It therefore could be hypothesized that lncRNAs deregulation may promote POCD formation and development through mediating neuronal inflammation and apoptosis.

However, it remains elusive which lncRNAs play a crucial role in the pathogenesis of POCD. Up to now, the functions for most lncRNAs are unclear. We usually predict the lncRNA function relying on its closely related mRNA functions in CNC network. *Smad7* gene is a member of the *Smad* family. Previous reports showed that Smad7 upregulation mediated the increase of TGF- β1 induced intestinal mucositis factors expression (Monteleone et al., 2001). In addition, it was found that the increase of Smad7 expression in the cerebral cortex mediated TGF- β1 induced neuronal apoptosis in the mouse model of AD (Salins et al., 2008). Notably, Smad7 downregulation could attenuate cellular inflammation and apoptosis (Hong et al., 2007; Salins et al., 2008; Monteleone et al., 2015). VRK2 protein, a member of the VRK (vaccinia-related kinase) family of protein kinases, can modulate apoptosis in two different ways by regulation of BAX gene expression and by its interaction with Bcl-xL (Monsalve et al., 2013). Meis2, a member of Meis family, is a homeodomain transcription factor. Recent study showed that Meis2 participated in intrinsic inflammatory signaling circuit (Jeong et al., 2017). More importantly, Meis2 knockdown in prefrontal cortex was associated with working memory defects (Jakovcevski et al., 2015). In the present study, we identified that the expression of Smad7 and VRK2 was remarkably upregulated and Meis2 was significantly downregulated accompanied by obvious neuroinflammatory response and cellular apoptosis in the hippocampus after unilateral nephrectomy. 

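On the arrays, the log2 ratio of Smad7 was 0.29 with the normexp correction, 0.56 with scaling to the 75th percentile and 1.22 in the normalized values the authors deposited. The log2 ratio of Vrk2 was -0.13 without normalization between the arrays, 0.09 with the median pixel and 0.04 in the authors' normalized values, so that its sign depended on the normalization. The difference between the Vrk2 signals was smaller than the spot error in each of these settings. Meis2 had a log2 ratio of -0.77 in the authors' normalized values.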

In our coding–non-coding co-expression (CNC) networks analysis, we found that lncRNA ENSMUST00000174338 correlated positively with expression of Smad7 and could regulate its expression in cis; LncRNA uc009qbj.1 was positively correlated with *Vrk2* level; LncRNA NONMMUT00000123687 correlated positively with expression of *Meis2*. Collectively, our findings suggested that these key lncRNAs may play a vital role in the formation and development of POCD through interacting with their corresponding coding genes.

Our study has some potential limitations. First, we only identified differentially expressed genes in aged mice with POCD on day 3 after surgery, when we have observed learning and memory dysfunction. Admittedly, we could not tell if gene expression would be changed at a longer time point. Second, the possible roles of lncRNA-mRNA axis in the development of POCD are mainly based on bioinformatics prediction, thus whether the identified differentially genes are the real initiators of POCD requires further experimental validation. Third, we only analyzed lncRNAs related to the development of POCD in nephrectomy, but did not verify if other types of surgery had similar effects.

In conclusion, through combining analysis of the Arraystar Mouse lncRNA/mRNA microarray, we have screened differentially expressed lncRNAs and mRNAs in hippocampus from POCD and control mice. Then, functional enrichment analyses were employed to evaluate the functions of these differentially expressed genes and their correlated pathways. Coding–non-coding gene expression networks were constructed to analyze non-coding gene functions. Finally, combining with bioinformatics analysis, literature reports, and enlarged sample verification, we have screened some potential key pairs of lncRNA and target mRNA, and hypothesized that these potential key lncRNAs may interact with their corresponding coding genes to regulate central inflammation and apoptosis. However, further studies should be performed to verify the association between these lncRNAs and target mRNAs, and whether these lncRNA-mRNA axes play an important role in the development of POCD.

## Ethics Statement

All animal experiments were reviewed and approved by West China Hospital Institutional Animal Care and Use Committee.

## Author Contributions

CC, MiL, TZ, JL, and WZ designed the experiments. MaL, RG, QW, ZZ, and HC performed the experiments. MiL, CC, XM, AB, LG, HY, WZ, and TZ analyzed the data. CC, MiL, TZ, JL, and WZ wrote the original manuscript. All authors reviewed the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of the Potential Key Long Non-coding RNAs in Aged Mice With Postoperative Cognitive Dysfunction
**Source:** Front Aging Neurosci. 2019 Jul 17;11:181. doi: 10.3389/fnagi.2019.00181
**Supplement:** Supplementary file 1

**TABLE S1 |** The primers used for qRT-PCR analysis in the study.

|  | Forward(5'-3') | Reverse(5'-3') |
| --- | --- | --- |
| ENSMUST00000126434 | GTAAGGATCTAGTATGGCAGGCAG | GCAAGTGAAGCCTTGTTACTTG |
| AK042300.1 | ACAAGGAAGGATGTGACTTGAAAG | TTTAGAGTCCTGCCCAAACCTA |
| AK016122 | GTGCTGTCAGAGAAGACCAGA | GAGCCTTCTCTAAACGCTCCA |
| uc011ysu.1 | TGTCACGGTCAGCTCTGTTC | AGTGCCAATCCCATTGAGGG |
| ENSMUST00000174338 | CATTACAGGCAGGGAAGGACT | CTCTTTACTTCTGAGCCACCTCT |
| Lcn2 | GGAACGTTTCACCCGCTTTG | TTCAGCAGAAAGGGGACGCC |
| Lrg1 | CCTCGACCTTGGGTACAACC | TTGTTTCGGTTGGCGACCAG |
| Rtf1 | TGAGTGGACATTTGGGAGCAA | GGATGAGCGGTCCGATTTCT |
| Rhbg | AGCACCCTCAGTACTTTCGC | TGGACCCAAAGAGGGTTTGT |
| Smad7 | CAAACCAACTGCAGGCTGTC | TGAACTCGTGGTCATTGGGC |
| TNF-α | CTGTGAAGGGAATGGGTGTT | CAGGGAAGAATCTGGAAAGGTC |
| IL-1β | TGCCACCTTTTGACAGTGATG | CATCTCGGAGCCTGTAGTGC |
| CXCL2 | GCCCAGACAGAAGTCATAGC | AGCGAGGCACATCAGGTA |
| CCL2 | CCCCAAGAAGGAATGGGTCC | GTGCTGAAGACCTTAGGGCA |
| CXCL1 | GCACCCAAACCGAAGTCA | AAGCCAGCGTTCACCAGA |
| 18S | TTGACTCAACACGGGAAACC | AGACAAATCGCTCCACCAAC |

# Supplementary material for: Identification of the Potential Key Long Non-coding RNAs in Aged Mice With Postoperative Cognitive Dysfunction
**Source:** Front Aging Neurosci. 2019 Jul 17;11:181. doi: 10.3389/fnagi.2019.00181
**Supplement:** Supplementary file 5

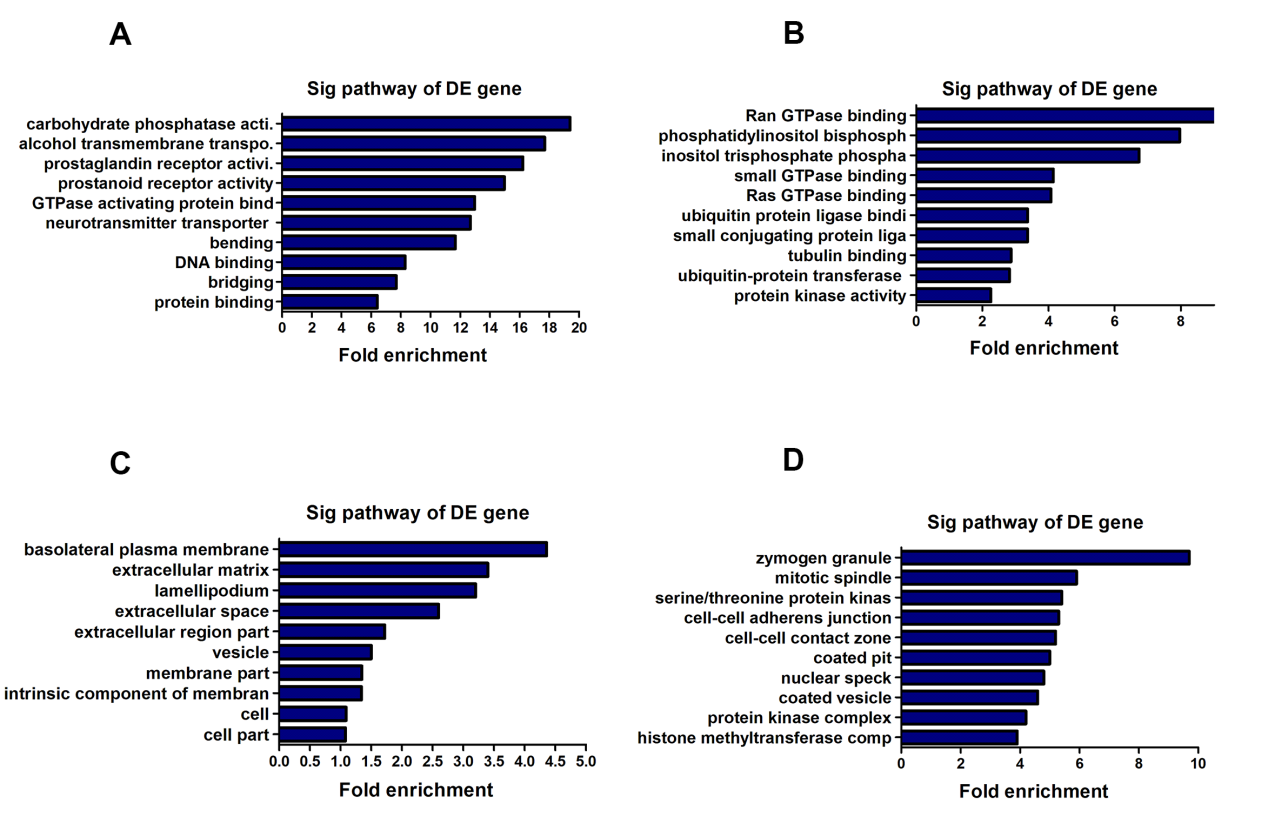

**Figure S1.** The top 10 functional GO terms for molecular function analysis and cellular component analysis. **(A)** The top 10 upregulated functional GO terms for molecular function analysis. **(B)** The top 10 downregulated functional GO terms for molecular function analysis. **(C)** The top 10 upregulated functional GO terms for cellular component analysis. **(D)** The top 10 downregulated functional GO terms for cellular component analysis.

How the deposited data were processed for this re-analysis (not part of the article)

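The deposited data hold the scanner output of 2 one-colour Arraystar mouse lncRNA arrays and a table of normalized values. The RNA of 3 hippocampi was pooled in each group, and 1 array was hybridized with the control pool and 1 with the surgery pool, with tissue from day 3 after unilateral nephrectomy. The control and surgery conditions were taken from the sample labels. Both arrays were read with Agilent Feature Extraction, as the paper states. As deposited by the authors, the processed intensities had been corrected for background and detrended within each array by Feature Extraction, per the file headers, and not normalized between the arrays. The authors' table of normalized values is on the log2 scale after quantile normalization in GeneSpring GX, and 60834 of its probes are on the arrays.

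Each array has 62939 spots, of which 61500 are not controls. The log2 processed signals of these spots were quantile normalized between the arrays, and the 20 spots of each of 30 repeated probes were averaged on the log2 scale. Spots that Feature Extraction marked as non-uniform or as a population outlier on either array were left out, which affected 50 probes. Probes were kept when positive and significant and well above background on both arrays, which left 44044. Changes of at least 2-fold were counted, and no test was run, since there was 1 array per group. The spot errors of both arrays were combined on the log2 scale. They describe the measurement on the array, and the number of arrays limits the precision for the mice. The calculations were checked on simulated data, in which 100% of 200 changed probes were recovered and 0 unchanged probes were called. The planted changes were far beyond the 2-fold limit, and the noise was the same for bright and dim probes. That noise was smaller than the spread between spots of the dim repeated probes, and the calls held no effect of position. The outcome checks the code only and gives no rate of false calls for these arrays. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for the normexp background correction with an offset of 50.

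Names and classes of probes were taken from Supplementary Table S2, in copies that hold 866 lncRNA rows and 446 mRNA rows. The mRNA sheet is shortened, so that no overlap or enrichment was computed from it. The genes named in the text were fixed by a rule before the data were examined, with the paper and its supplementary tables already read. They are the lncRNAs and mRNAs that the paper names in its text, Tables 1 and 2 and Figure 6, the genes of the terms in Table 3 and of the KEGG pathways named in its text, and the 5 probes with the largest increase and the 5 with the largest decrease. These comprise 94 probes, of which 62 were measured on both arrays, 13 were well above background on 1 array only, 18 had a marked spot and 1 was not well above background on either array. Another 38 of the named genes have no probe named in the copies of Supplementary Table S2. The value of a gene in the pathway lists is not reported here.

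Alternatives for the normalization, the background correction, the summary of a spot, the marked spots, the filter on dim probes and the use of the spot error were set at the same time. Leaving out the last 14 columns, subtracting a running median over 5 rows and 2 columns on either side, and counting intronic antisense transcripts with sense transcripts were added after the values were seen. Lists of marker genes were written before the arrays were read but after Supplementary Table S2 had been read. They cover meninges and arachnoid, choroid plexus, neutrophils, red blood cells, neurons, oligodendrocytes, astrocytes, microglia, endothelial cells, the Y chromosome, X inactivation, inflammation genes measured by the paper, and apoptosis. The behavioural tests, qRT-PCR, TUNEL staining and Western blots have no deposited data and were not analysed.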

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

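No paired analysis was possible because the design has 1 array per group. The slide as a block, the t test of the paper's methods and leaving out a replicate could not be fitted with 1 array per group, and the comparison of marker lists with random lists was not run because probes outside Supplementary Table S2 have no names. In the main setting, 647 probes were at least 2-fold higher and 858 at least 2-fold lower, 474 lncRNA probes and 336 mRNA probes of Supplementary Table S2 changed at least 2-fold, and 54 of the named probes did so in the listed direction.

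With the normexp correction, 174 probes were higher and 190 lower, 172 lncRNA probes and 110 mRNA probes changed, and 28 named probes did so in the listed direction. With the median pixel minus the local background, these were 295 and 356 probes, 291 lncRNA probes and 198 mRNA probes. With the lower part of the detected probes by signal left out, which removes probes by construction, 130 probes were higher and 285 lower, 159 lncRNA probes and 138 mRNA probes changed, and 25 named probes changed at least 2-fold in the listed direction, out of 30 with a value. Looser filters add dim probes by construction. With no detection filter, 2384 probes were higher and 2748 lower, with positive and significant signals on both arrays 1585 and 1913, and with detection on at least 1 array 1283 and 1703. Without normalization between the arrays, 1483 probes were lower. With the last 14 columns left out, chosen after seeing the data, 320 probes were higher, and 263 lncRNA probes and 223 mRNA probes changed. The offset of 50 in the normexp correction shrinks the ratios of dim probes by construction. The median processed signals were 98.8 on the control array and 89.7 on the surgery array. Other causes of the differences under the background corrections and without normalization were not tested.

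The split between higher and lower calls moved as well. The higher calls made up 43.0% in the main setting, 24.0% without normalization, 31.3% with the lower part of the detected probes left out, 30.4% with the last 14 columns left out and 31.4% with the running median subtracted, the last also chosen after seeing the data. Under scaling to the 75th percentile, 698 probes were higher and 771 lower. The counts under marked spots kept and under the authors' normalized values stayed within 1.5 times the main ones. No spot was saturated, so that leaving out saturated spots moved nothing, and no 2-fold change was lost when the ratio also had to exceed its spot error by the multiple set beforehand.

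No named probe with a change of at least 2-fold changed its direction under any alternative that gave a value. Of the 62 named probes measured on both arrays, 41 moved by more than their spot error with the normexp correction, 29 with the median pixel, 14 with the authors' normalized values, 13 with the running median subtracted and 3 with scaling to the 75th percentile. The share of antisense lncRNAs, 16.0%, was 8.40% with intronic antisense transcripts counted with sense transcripts, a choice made after seeing the values, and follows from that regrouping. The other categories stayed within 1.5 times the main values. The directions of the GO and KEGG genes and the signs of the 20 pairs of Figure 6 stayed under the alternatives set beforehand for them, which is no check of them, since the lists were made from the same arrays. Of the alternatives for the pairs chosen after seeing the data, the normexp correction and the authors' normalized values kept all 20 signs, and 19 stayed without normalization and with the running median subtracted, where the sign of uc009qbj.1 with Vrk2 changed. With the median pixel, 4 of the 11 mRNAs drawn with a positive correlation to ENSMUST00000174338 changed at least 2-fold, compared with 10. Dim probes limit these results. Only 10 of 300 spots of the 15 dim repeated probes were well above background on both arrays, and the median SD of their log2 ratio between spots was 0.57.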

Differences from the paper's values

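The paper states 496 upregulated lncRNAs, and 314 of the rows of Supplementary Table S2 listed as upregulated were at least 2-fold higher here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with no detection filter (465), with positive and significant signals on both arrays (416), with detection on at least 1 array (465) and with the authors' normalized values under the detection filter used here (331), and not with scaling to the 75th percentile (320), without normalization (267), with the normexp correction (134), with the median pixel (205), with marked spots kept (324), with the lower part of the detected probes left out (69), or with saturated spots left out or the spot error required (314 each). Without that filter, 493 of the 494 rows held here were at least 2-fold higher in the authors' normalized values.

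Antisense lncRNAs made up about 9.5% in Fig. 3C of the paper and 16.0% of the probes here. Counting rows (18.9%) or only probes at least 2-fold changed (15.6%) did not bring the share within 1.5 times the paper's. Counting intronic antisense transcripts as sense, chosen after seeing the values, gave 8.40%.

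The paper's fold for ENSMUST00000121407 is 44.1, and here the bound is at least 77.9-fold with its marked spot kept. The paper's fold for Cxcl2 is 10.4, against a bound of at least 19.2-fold. For Slc24a2 the paper's fold is 2.15 and the bound 3.45, for Reg4 the paper's is 3.66 and the bound 6.89, and for Prkar1b the paper's is 2.58 and the bound 4.75. All 5 bounds stayed over 1.5 times the paper's fold with scaling to the 75th percentile, and without normalization all but that of Slc24a2 (3.17) did. With the other signals the bounds were under 1.5 times the paper's fold. They were 1.60 for ENSMUST00000121407, 3.98 for Cxcl2, 1.31 for Slc24a2, 1.19 for Reg4 and 1.61 for Prkar1b with the normexp correction, and, in the same order, 2.16, 6.80, 1.59, 1.35 and 2.21 with the median pixel, all below the paper's folds. With the authors' normalized values they were 42.1, 10.4, 1.94, 3.66 and 2.48, and without a bound the ratios there were 44.1, 10.4, 2.15, 3.66 and 2.58. For Areg the paper's fold is 6.58 and that found here 10.3. It was within the limits without normalization (9.33), with the median pixel (4.82) and with the authors' normalized values (6.58), and not with the other alternatives set before the data were examined. With the running median subtracted, chosen after seeing the data, its log2 ratio of 2.94 was also within the limits. For ENSMUST00000126434 the paper's fold is 8.58 and that found here 13.5. It was within the limits without normalization (12.3) and with the authors' normalized values (8.58), and not with the others.

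For ENSMUST00000174338 the paper's fold is 15.1 and that found here 3.43. The paper's fold for Smad7 is 2.34 and that found here 1.29. For both, only the authors' normalized values were within the limits of the paper's fold, at 14.9 and 2.33, and the other alternatives that gave a value were not. For both probes these normalized values are out of the rank order of the scanner signals. The paper's fold for uc009qbj.1 is 2.15 and that found here 1.16, and the paper's fold for Vrk2 is 2.03 and that found here 1.03. None of the alternatives came within the limits of the paper's fold for these, including the authors' normalized values, which give 1.15 and 1.03.

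The paper names NR_037988 as the lncRNA with the largest decrease. Here its log2 ratio, with its marked spot kept, was -5.96, and that of uc012gtn.1, which Supplementary Table S2 also lists as downregulated, was -11.23. The paper names Vrk2 as upregulated, and its log2 ratio was 0.04 here. Figure 4A places the Wnt signaling pathway with the upregulated transcripts, and of the 7 genes of its list with a probe here 3 were higher and 4 lower.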

Other observations

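The tests of patches of the array surface, of a blemish, of the 5 probes with departing values and of the meningeal markers were chosen only after the results were seen, and the other tests on the right-hand columns were set after the crowding and its columns had been seen but before they were run.

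The 2-fold changes crowd into the right-hand columns of the array. The values argue against dim probes placed in these columns as the whole explanation, since in the lowest of 4 groups of the probes by signal 21.1% changed at least 2-fold in the last 14 columns and 4.17% in columns 1 to 150. In the brightest group the shares were 1.19% and 1.06%. Uneven pixels within spots are not the whole explanation either, since with the median pixel 5.32% of the probes in the last 14 columns still changed at least 2-fold, compared with 1.11% in the others. The median pixel also has a different background correction, so that how much uneven pixels add cannot be told from it. The position of the spot on the array as such cannot be told apart from chance in the repeated probes. Between spots of the same dim repeated probe, the SD of the log2 ratio was 1.00 over 27 spots in the last 14 columns and 0.63 over 273 spots in the others, but without the largest value on each side the SDs were 0.80 and 0.59. The shares of these spots that changed at least 2-fold were 11.1% and 9.16%, and only 10 of the 300 spots were well above background on both arrays. Between spots of the bright repeated probes the SDs were 0.10 and 0.08. The split into bright and dim repeated probes was made while looking at the data.

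Patches of the array surface are a candidate explanation. Log2 ratios of vertically touching spots, which carry different probes, correlated across spots with r = 0.23 over 2849 pairs in the last 14 columns and with r = 0.05 over 27956 pairs in the other columns, and spots are not independent replicates. Touching spots do not carry related probes by number. The median difference of their probe numbers was 18658 in the last 14 columns and 17863 after shuffling. The direction of change also went by rows. In the last 14 columns, 0 of the 312 detected probes in rows 257 to 288 were at least 2-fold higher and 23 were at least 2-fold lower, while in rows 321 to 352 68 of 318 were higher and 0 lower. Surgery as such predicts no dependence on the place of a spot, and it stays open for each single probe in these columns. Of the probes in Supplementary Table S2, the last 14 columns hold 63.1% of the lncRNAs listed as upregulated, 23.2% of those listed as downregulated, 52.0% of the mRNAs listed as upregulated and 15.7% of the downregulated mRNAs held here.

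A blemish on the control array may underlie the 3 spots one above the other that are bright there alone. The highest log2 ratio of the 3 was -5.96, and only 4 of all spots were at or below it, while the other 161 spots within 6 rows and columns had a median of 0.05. The local background was marked as uneven at all 3 on the control array, where 29 of 61500 spots were so marked. This mark does not single out the 3, since 26 of the 29 lie within 6 rows and columns, and of the other 23 of these, 4 were at least 2-fold lower on the surgery array and the median log2 ratio was -0.06. A decrease of all 3 transcripts after surgery was not tested by other means.

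The published values of 5 probes depart from the deposited values. Of the 1172 probes in the copies of Supplementary Table S2, 1167 have a listed fold within 0.001 (log2) of the difference between the authors' normalized values, with a largest difference of 6.83e-06. The other 5 are ENSMUST00000174338, Smad7, Meis2, uc009qbj.1 and Vrk2. For uc009qbj.1 the table gives 2.15 and the normalized values 1.15, for Vrk2 2.03 and 1.03, for Meis2 2.10 and 1.70 (as a decrease), for ENSMUST00000174338 15.1 and 14.9, and for Smad7 2.34 and 2.33. The differences are 1.00, 1.00, 0.40, 0.23 and 0.012. In the normalized values themselves, 2 of 60798 single-spot probes were out of the rank order of the scanner signals by more than 0.1 (log2), on both arrays. For Smad7 the normalized log2 values are 4.61 and 5.83, where probes of like signal have 12.52 on the surgery array. For ENSMUST00000174338 they are 4.16 and 8.06, where probes of like signal have 3.67 and 5.05. The values argue against another normalization of the same scanner values as the explanation, since it would move probes of like signal together and only 2 probes are out of order. The values of another probe were also looked for, and 0 of the 5 listed ratios equal that of another probe in the normalized values within 1e-05. The source of the departures is not known, and no biological explanation was tested.

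Meningeal markers are among the higher mRNAs. Of 25 markers of meninges and arachnoid, 12 are listed in the copy of Supplementary Table S2, all 12 as upregulated, among them Ptgds (log2 ratio 1.28), Mgp (1.01), Slc47a1 (3.29) and Aldh1a2 (2.22). The copy holds 248 upregulated mRNAs but only 198 of a longer list of downregulated ones. Markers that fell can therefore be missing, and the direction of the 12 is biased by this. The values argue against the position of the spot on the array as the explanation here, since 16.7% of these probes, 2 of 12, lie in the last 14 columns. A larger share of meningeal tissue in the surgery pool cannot be told apart from a response of the hippocampus or its vessels to surgery, since 13 of the markers have no probe that could be named and the table lists changed genes only, and the list was written after that table had been read. Foxc1, Foxc2, Dpp4, Slc47a1 and Cdh1 are also among the genes the paper names or its terms list. How many of the markers the hippocampus itself expresses was not measured. Of the other lists, choroid plexus has 1 of 14 genes in the table (0 up, 1 down), neutrophils 2 of 10 (1 up, 1 down), neurons 2 of 11 (1 up, 1 down), oligodendrocytes 1 of 8 (down), the Y chromosome 1 of 5 (down) and apoptosis 3 of 11 (2 up, 1 down). Red blood cells, astrocytes, microglia, endothelial cells and X inactivation have 0 in the copy, in which downregulated genes can be missing.

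Of the 5 inflammation genes that the paper measured by qRT-PCR, Cxcl2 is among the 248 of the upregulated mRNAs held here, and Cxcl1, Ccl2, Tnf and Il1b are not in the copy. Among the 5 probes with the largest decrease in the main setting are 2 without a name in the copies of Supplementary Table S2. In the authors' normalized values, their folds of 7.20 and 8.21 equal those of Pask and S100a8 in Table 2 of the paper within 1e-05 (log2), and no other probe has these ratios. Here the log2 ratio of the probe with the fold of Pask was -3.51, in column 156, and that with the fold of S100a8 fell from 2254 to 255, in column 27. Of the other entries of Table 2 without a name in the copy, the folds of Vmn1r219, Rcc2 and Pop1 also equal that of 1 probe each, with log2 ratios of -2.94, -2.67 and -2.63. The spots of the first 2 of these are marked as outliers by Feature Extraction, were left out of the main setting, and lie in the last 14 columns. This match by value was made after the data were seen, and the tally of Table 2 leaves these 5 out. Of the 5, only the 2 among the largest decreases are counted in the 94 named probes and the 62 measured on both arrays.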
